# Na^+^ and K^+^ transport and maturation stage ameloblast modulation

**DOI:** 10.3389/fphys.2023.1124444

**Published:** 2023-02-06

**Authors:** Jake Ngu, Antonius L. J. J. Bronckers, Kaitlin Katsura, Yan Zhang, Pamela K. Den Besten

**Keywords:** ameloblasts, KCNJ15, NCKX4, enamel, maturation, Kir4.2, Wdr72, fluorosis

## Abstract

**Introduction:** Enamel mineralization requires calcium transport into the extracellular matrix for the synthesis of hydroxyapatite (HA) crystals. Formation of HA releases protons into the matrix, which are then neutralized when ameloblasts modulate from cells with apical invaginations, the so-called ruffle-ended ameloblasts (RE), to smooth-ended ameloblasts (SE). Ameloblast modulation is associated with the translocation of the calcium exchanger Nckx4 to the apical border of RE, to remove Na^+^ from the enamel matrix in exchange for Ca^2+^ and K^+^. As enamel matures, Na^+^ and K^+^ in the matrix progressively decrease. However, the transporter to remove K^+^ from mineralizing enamel has not been identified.

**Methods:** Expression of K^+^ exchangers and channels in secretory and maturation stage of enamel organs were compared following an RNA-seq analysis. Kcnj15, which encodes the Kir4.2 inwardly rectifying K^+^ channel, was found to be the most upregulated internalizing K^+^ transporter in maturation stage of enamel organs. Kir4.2 was immunolocalized in wt, Nckx4^−/−^, Wdr72^−/−^, and fluorosed ameloblasts. Regulation of Wdr72 expression by pH was characterized *in vitro* and *in vivo*.

**Results:** Kir4.2 immunolocalized to the apical border of wild type (wt) mouse RE and cytosol of SE, a spatial distribution pattern shared by NCKX4. In Nckx4^−/−^ ameloblasts, Kir4.2 also localized to the apical surface of RE and cytosol of SE. However, in fluorosed and Wdr72^−/−^ ameloblasts, in which vesicle trafficking is disrupted, Kir4.2 remained in the cytosol. *In vitro*, Wdr72 was upregulated in LS8 cells cultured in medium with a pH 6.2, which is the pH of the enamel matrix underlying RE, as compared to pH 7.2 under SE.

**Conclusion:** Taken together these results suggest that Kir4.2 participates in K^+^ uptake by maturation ameloblasts, and that K^+^ and Na^+^ uptake by Kir4.2 and Nckx4, respectively, may be regulated by pH through WDR72-mediated endocytosis and membrane trafficking.

## Introduction

Enamel formation and mineralization is directed by epithelial derived ameloblasts and is unique among mineralizing tissues. Ameloblasts use ion-transporting transmembrane channels and transporters to deliver calcium and phosphate (Ca^2+^ and HPO_4_^2^) into the extracellular matrix to form hydroxyapatite (HA) crystals. These transporters include K^+^ -dependent Na^+^/Ca^2+^ Exchanger-4 (Nckx4) which co-transports Ca^2+^ and K^+^ into the enamel matrix in exchange for Na^+^ (Hu et al., 2012; Parry et al., 2013; Bronckers et al., 2017). Both Na^+^ and K^+^ pools in the enamel matrix are labile, and the decrease in both Na^+^ and K^+^ as enamel matures (Aoba and Moreno, 1987; Aoba et al., 1992; Lacruz, 2017), suggests that K^+^ transport into the matrix by Nckx4 is removed by an additional K^+^ transporter or channel.

Na^+^ and K^+^ in the maturing enamel of fluorotic mice (Lyaruu et al., 2014; Bronckers et al., 2015), is increased as compared to *wt* mice. Increased Na^+^ in fluorotic enamel is consistent with the finding that Nckx4 trafficking is disrupted in fluorosed ameloblasts (Bronckers et al., 2017). K^+^ accumulation in the enamel matrix of fluorosed mice suggests the possibility that intracellular transport of K^+^ is also affected by fluorosis.

Maturation-stage ameloblasts have been compared with parallel functions to the proximal renal tubule cells of the kidney (Lacruz et al., 2013), and K^+^ homeostasis is among the most important ions for maintaining cell function, particularly in regulating the electrochemical gradient across the plasma membrane (Palmer, 2015). To identify candidate K^+^ transporters and channels for the removal of extracellular K^+^ from the maturation enamel matrix, we compared transporters known to be important in kidney function, including Nkcc2, and Kcnj2 (ROMK), and genes coding for K^+^ channels in secretory as compared to maturation stage of enamel organs. We identified Kcnj15, encoding for Kir4.2 protein, as the most highly upregulated inwardly rectifying K^+^ channel. Kir4.2 (Kcnj15) immunolocalized to the apical border of wild type (*wt*) ruffle-ended ameloblasts (RE). In fluorosed and *Wdr72* ^*−/−*^ ameloblasts, where Nckx4 translocation to apical membrane is reduced (Wang et al., 2015; Bronckers et al., 2017), Kir4.2 remains primarily localized in the cytoplasm.

Expression of Wdr72*,* which is required for microtubule assembly and vesicle trafficking in maturation ameloblasts (Katsura et al., 2022), was upregulated in LS8 cells at acidic (pH 6.2), which is the pH of enamel matrix underlying RE. Together these results suggest that Kir4.2 (Kcnj15) removes K^+^ from the extracellular enamel matrix, associated with WDR72-mediated vesicle trafficking and extracellular matrix pH.

## Materials and methods

### Animals and tissue collection

C57BL/6 *wt*, *Nckx4* ^*−/−*^, *Wdr72* ^*−/−*^ mouse lines, and C57BL/6 female mice given 0 or 50 ppm fluoride drinking water for 5 weeks were housed and maintained in the UCSF animal care facility, which is an Associated for Assessment and Accreditation of Laboratory Animal Care (AAALAC) accredited barrier facility. All experimental procedures associated with these animal models were approved by the Institutional Animal Care and Use Committee (IACUC) under the protocol AN183449-03.

Postnatal 40-day (P40) mice were collected following standard IACUC protocols. Mice were anesthetized with 240 mg/kg tribromoethanol (Sigma-Aldrich), and following cervical dislocation hemimandibles were removed and fixed in 4% paraformaldehyde (PFA) for 24 h at 4°C. The hemimandibles were decalcified in 8% EDTA at 4°C for 3 weeks, with EDTA solution changes every other day, and then paraffin embedded and sectioned along their sagittal planes. Kidneys were collected from *wt* mice as a control tissue and either fixed for immunohistochemistry or frozen down for Western blot analysis.

### Enamel matrix element analysis

Hemimandibles from four 7-week old mice were dissected, embedded in epoxy, and polished in a cross orientation using a series of SiC papers and diamond polishing suspension starting from the incisor tip and stopping at the point of incisor eruption, near the plane of gingival sulcus. Six spots on the incisal enamel section at a plane perpendicular to incisal border of the lingual alveolar bone of each hemimandible were subjected to energy dispersive X-ray spectroscopy to collect elemental composition of K^+^ and Na^+^.

### RNA seq analyses

First molars from 20 pups at postnatal day 5 (P5, secretory stag) and 20 pups at day 12 (P12, maturation stage) were microdissected from mouse hemimandibles. Soft tissues were removed from the pulp chambers and enamel organs from five mice were pooled as a group, resulting in four groups for each time point. Total RNA was purified using Zymo Research RNA Miniprep Kit and then sent to Novogene Co for quality control assessment, cDNA library construction, labelling and sequencing. Differential expression analysis of two conditions was performed using the DESeq2 R package, and the resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate.

### Western blotting

First molars were microdissected from hemimandibles of eight P13 mice, and soft tissues were removed from pulp chambers. The molars were rinse with PBS, combined, and protein was extracted in Pierce™ RIPA buffer (Thermo Scientific, UC280926) with a proteinase inhibitor cocktail for mammalian cells (Millipore Sigma, P8340). These samples were frozen at −80°C for 30 min, and then centrifuged for 10 min at 4°C. The concentration of protein in supernatant was measured with Pierce™ BCA protein Assay kit (Thermo Scientific, 23225). Kidney tissues were similarly collected as a positive reference. Twenty micrograms of total proteins from each sample were mixed with equal amounts of 2X SDS reducing loading buffer. Samples were loaded onto 4%–20% Mini-PROTEAN TGX SDS-PAGE gels (Bio-Rad, 4561094) and were subjected to electrophoresis with Tris/glycine/SDS running buffer at 100 V for 90 min. Proteins on SDS-PAGE gels were transferred to nitrocellulose membranes using an Invitrogen iBlot™ Gel Transfer Device. Membranes were blocked with Intercept Protein Free Blocking Buffer (LI-COR, 927-90001) and then incubated overnight with rabbit anti-KCNJ15 antibody (Novus Biologicals, NBP1-83091) at 4°C. Following wash, blots were incubated with IRDye 680RD conjugated anti-rabbit IgG (LI-COR 926-68073) for 1 h at room temperature. The membranes were thoroughly washed with PBST and Kir4.2 protein with molecular mass of 42,577 Da was visualized by using an Odyssey XF Imaging System.

### Immunohistochemistry

Mouse hemimandible sagittal sections from *wt* mice were deparaffinized, rehydrated, and subjected to 10 mM sodium citrate buffer (pH 6.0) antigen retrieval for 3 h at 60°C. The sections were then treated with 1% acetic acid in PBS to inactivate endogenous activity and then blocked with GeneTex Universal Protein Blocking reagent for 1 h, followed by overnight incubation at 4°C with rabbit anti-SLC12A1 antibody (Sigma-Aldrich^®^ AV41388), rabbit anti-KCNJ1 antibody (Abcam ab224749), rabbit anti-KCNJ2 antibody (Abcam ab109750), or rabbit anti-KCNJ15 antibody (Novus Biologicals, NBP1-83091). After washing, sections were incubated with biotinylated swine anti-rabbit antibody (Dako E0431), followed by streptavidin, ALP (Vector^®^ SA-5100-1) for 1 h. Vector^®^ Red alkaline phosphatase substrate kit (Vector^®^ SK5100) used to visualize alkaline phosphatase labeled sections, followed by counterstaining with methyl green.

Mouse hemimandibles from *wt*, *Nckx4* ^*−/−*^, *Wdr72* ^*−/−*^ *,* and mice treated with 0 or 50 ppm fluoride for 5 weeks were similarly sectioned, treated with sodium citrate for antigen retrieval. Endogenous horseradish peroxidase activity was inactivated with 3% hydrogen peroxide in PBS, and then blocked with GeneTex Universal Protein Blocking reagent for 1 h, followed by overnight incubation at 4°C with either rabbit anti-KCNJ15 antibody (Novus Biologicals, NBP1-83091), or mouse anti-NCKX4 antibody (NeuroMab N414/25) (He et al., 2011). After washing, sections were incubated with anti-rabbit IgG HRP Conjugate (Promega W401). ImmPACT^®^ DAB Substrate Kit, Peroxidase (Vector^®^ SK-4105) was used to visualize HRP labeled sections and HRP, and stained sections were counterstained with hematoxylin, followed by dehydration and mounting. Slides were viewed under a Nikon Eclipse E800 microscope and images were taken with an Olympus DP74-CU camera.

### Cell culture and RT-qPCR

LS-8 cells were grown in 5% FBS/1% PS/DMEM to 80% confluence, washed with PBS one time, and then cultured overnight in MEM Eagle’s Media with 2% FBS/1% PS adjusted to pH 7.2 or pH 6.2. The cells were washed with PBS twice, then lysed with TRIzol™ Reagent (Ambion^®^, 15596018), and total RNA was purified using a Direct-zol™ RNA MiniPrep (Zymo Research, R2052) kit. The RNA concentration was quantified using a Thermo Scientific™ NanoDrop™ One Spectrophotometer, and then reverse transcribed into cDNA libraries using SuperScript™ III Reverse Transcriptase (Invitrogen™, 18080093) with 1500 ng of total RNA for each sample. qPCR was then performed using an Applied Biosystems 7500 Real-Time PCR System to quantitate the changes in the expression levels of *Wdr7*2 in cells grown at pH6.2 compared to that at pH 7.2 by delta delta Ct (ΔΔCt) method (Schmittgen et al., 2000; Bustin, 2002; Rao et al., 2013). The average Ct of *Wdr72* was obtained after normalizing to reference gene from a control experiment in which LS-8 cells were cultured in MEM Eagle’s Media with 2% FBS/1% PS at pH 7.2, was used as a baseline. Delta Ct of *Wdr72* expression levels of 5 separate experiments at pH 7.2 (ΔCt_pH7.2_) was obtained by normalizing the average Ct to this baseline. Then ΔΔCt was calculated by normalizing the average Ct of *Wdr72* expressed by cells grown at pH 6.2 in this same set of experiment (ΔCt_pH6.2_) to ΔCt_pH7.2_. The fold change was next calculated concerning 2^−ΔΔCt^. The significance was determined by unpaired two-tailed Student’s t-test. The fold changes from five experiments were graphed by GraphPad Prism Version 9.5.0.

Primer sequences were as follows:

*Gapdh* sense-5′-TGGCCTTCCGTGTTCCTAC-3′; anti-sense-5′-GAGTTGCTGTTG AAGTCGCA-3′

*Wdr72* sense-5′-TCTGGGGAAGAAAAGCTCCTC-3′; anti-sense-5′-CGAAGCCGAATGACCAAAAAG-3′

## Results

### Increased Na^+^ and decreased K^+^ are found in the enamel matrix of *Nckx4* ^*−/−*^ mice compared to *Nckx4* ^*+/+*^ mice

Nckx4 exchanges 1 K^+^ and 1 Ca^2+^ from the intracellular compartment, against 4 Na^+^ from the (extracellular) enamel fluid. As expected, energy dispersive X-ray (EDX) analysis showed reduced relative amounts of potassium by about 50%, while sodium increased about 60% in the *Nckx4* ^*−/−*^ enamel matrix as compared to that in the *Nckx4* ^*+/+*^ enamel (Figure 1).

**FIGURE 1:**
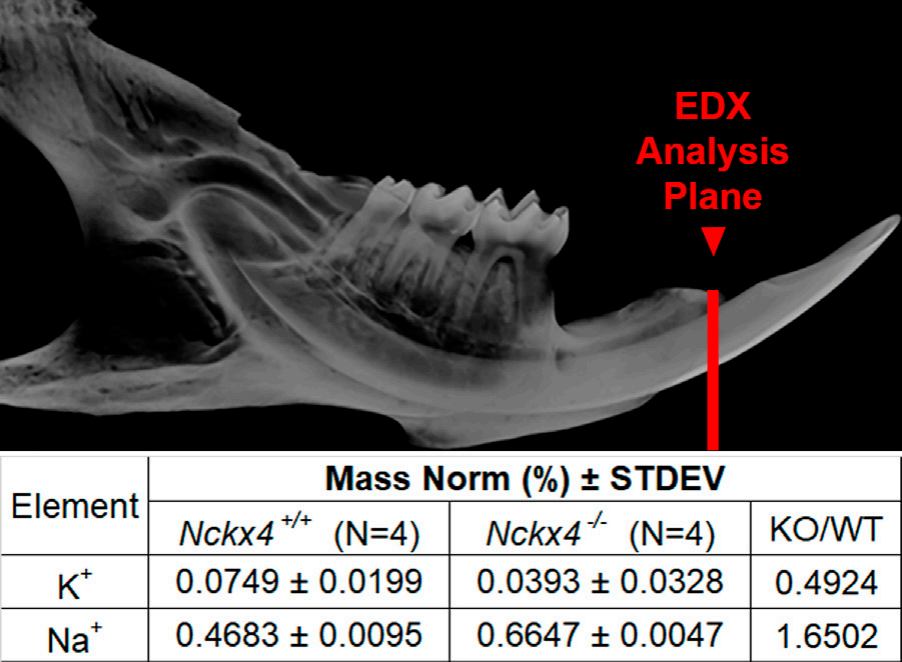
EDX analysis of *Nckx4* ^*+/+*^ and *Nckx4* ^*−/−*^ enamel. A red line drawn on a microCT image of a mouse mandibular hemimandible shows the plane of section analyzed by EDX. The mass norm % of K^+^ was decreased and Na^+^ increased in the *Nckx4* ^*−/−*^ enamel matrix relative to the *Nckx4* ^*+/+*^ matrix.

### RNA-seq analysis identifies Kcnj15 as the most upregulated inwardly rectifying K^+^ transporter in the maturation stage of enamel organs

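Enamel organs of first molars were dissected from wt mouse pups at P5, when ameloblasts secrete the enamel matrix, and at P12, when the enamel matures. Each RNA-seq library was made from a pool of 5 pups, and 4 libraries were made at each age, so that n = 4 pools in both groups. The sample labels number the P5 libraries 1, 3, 4 and 5 and the P12 libraries 1, 2, 3 and 4, and they describe capture of polyadenylated RNA. The authors deposited the number of reads counted on each of 54532 genes, as whole numbers without normalization, with gene coordinates of the mouse assembly GRCm38. The paper's text does not name the aligner or the counting program. The total count was 16963323, 19251202, 16574548 and 20262601 in P5 libraries 1, 3, 4 and 5, and 22013456, 19520437, 18036016 and 17588152 in P12 libraries 1 to 4. The median was 18107262.5 at P5 and 18778226.5 at P12. The 20 genes with the highest mean count over all 8 libraries took between 33.49% and 35.18% of the counts in the P5 libraries. The same genes took between 15.98% and 18.48% in the P12 libraries, which need not be the share of the most abundant genes at that age. Counting error alone sets a floor of 3 counts, between 0.136 and 0.181 CPM in these libraries. Col1a1 and Col1a2, collagen genes of mesenchyme, took between 3.96% and 4.89% of the counts at P5 and between 3.91% and 5.46% at P12, so that the libraries also hold RNA from outside the enamel epithelium. Counts were normalized by edgeR's TMM method and scaled to the mean effective library size, and genes were compared between ages by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the 16440 genes that passed edgeR's filter on low counts. At an adjusted p-value under 0.05, 4735 genes were higher and 4676 were lower at P12. The paper's methods name DESeq2, which called 4724 genes higher and 4673 lower on the same counts, 9259 of them shared with the edgeR calls. Of the other scalings, total count alone moved this balance most, to 8885 genes higher and 2330 lower, and it shifted the median log2 fold change of all genes from 0.01 to 0.38.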

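Slc24a4 (ENSMUSG00000041771) is a protein-coding gene on chromosome 12 of GRCm38, from 102128733 to 102267091 on the forward strand, and none of its exonic bases (0.0%) lie in exons of another gene. Its normalized count was 1492 ± 825 (SD, n = 4 pools) at P5 and 16366 ± 4916 (SD, n = 4) at P12. The log2 fold change was 3.46 (standard error 0.46, adjusted p = 7.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every P12 library had a higher count than every P5 library (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow, or 0.0429 after Benjamini-Hochberg adjustment over the 87 named genes that were tested). The spread at P5 came mainly from library 5, with a normalized count of 332 against 1581 to 2269 in the other P5 libraries. Without that library the log2 fold change was 3.12, and it reached 3.73 without P5 library 1.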

A heatmap of well-known major K^+^ transporters identified in our RNA-seq analyses confirmed that Slc24a4, the gene coding for Nckx4, was highly upregulated in maturation as compared to secretory enamel organs (Figure 2). Kcnj15, the gene encoding for the inwardly rectifying K^+^ channel Kir4.2 was the most highly upregulated inwardly rectifying K^+^ channel. 

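Kcnj15 (ENSMUSG00000062609) lies on chromosome 16 of GRCm38, from 95257558 to 95300260 on the forward strand. Of its exonic bases, 5.3% lie in exons of the antisense gene Gm49643. Its normalized count rose from 357 ± 64.4 (SD, n = 4 pools) at P5 to 1167 ± 102 (SD, n = 4) at P12, and no P12 library fell within the P5 range of 274 to 424. The log2 fold change was 1.71 (standard error 0.12, adjusted p = 5.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave the same 1.71 (standard error 0.13, adjusted p = 6.1e-37), and over all 17 alternative fits the adjusted p lay between 6.1e-37 and 2.5e-05. Total count scaling moved the log2 fold change most, to 2.08, which is 1.70 above the median of all genes under that scaling. The files list 15 protein-coding Kcnj genes, the family of inwardly rectifying K+ channels, of which 7 had enough counts to be tested. Kcnj15 ranked 2 of these 7 by log2 fold change. Kcnj11 (ENSMUSG00000096146, chromosome 7, 46093953 to 46100764 on the reverse strand), which encodes Kir6.2 and is not among the 10 Kcnj genes of the heat map, rose from 15.1 ± 8.96 (SD, n = 4) to 137 ± 17.7 (SD, n = 4), a log2 fold change of 3.17 (standard error 0.32, adjusted p = 8.3e-06 from the same test). Its counts before normalization were 15, 23, 6 and 7 at P5 and 180, 182, 160 and 114 at P12. The log2 ratio of Kcnj11 to Kcnj15, with a pseudocount of 1, was -4.64 ± 0.64 (SD, n = 4) at P5 and -3.09 ± 0.24 (SD, n = 4) at P12 (exact permutation test, two-sided p = 0.0286). A filter of at least 10 counts in every library, which Kcnj11 did not pass, moved Kcnj15 to rank 1. Kcnj4 and Kcnj8 rose by less, with log2 fold changes of 0.66 (adjusted p = 0.021 from the same test) and 0.63 (adjusted p = 0.0013), and without one library at a time the adjusted p of Kcnj4 reached 0.061. Kcnj2 was lower at P12, at 519 ± 39.0 (SD, n = 4) against 1340 ± 168 (SD, n = 4) at P5. For all these genes, a change in the cells that make up the samples cannot be told apart from a change within ameloblasts. From its RNA-seq data, the paper states that Kcnj15 rose the most in this family, and it next examined where the Kir4.2 protein lies in ameloblasts.

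**Figure D1:**
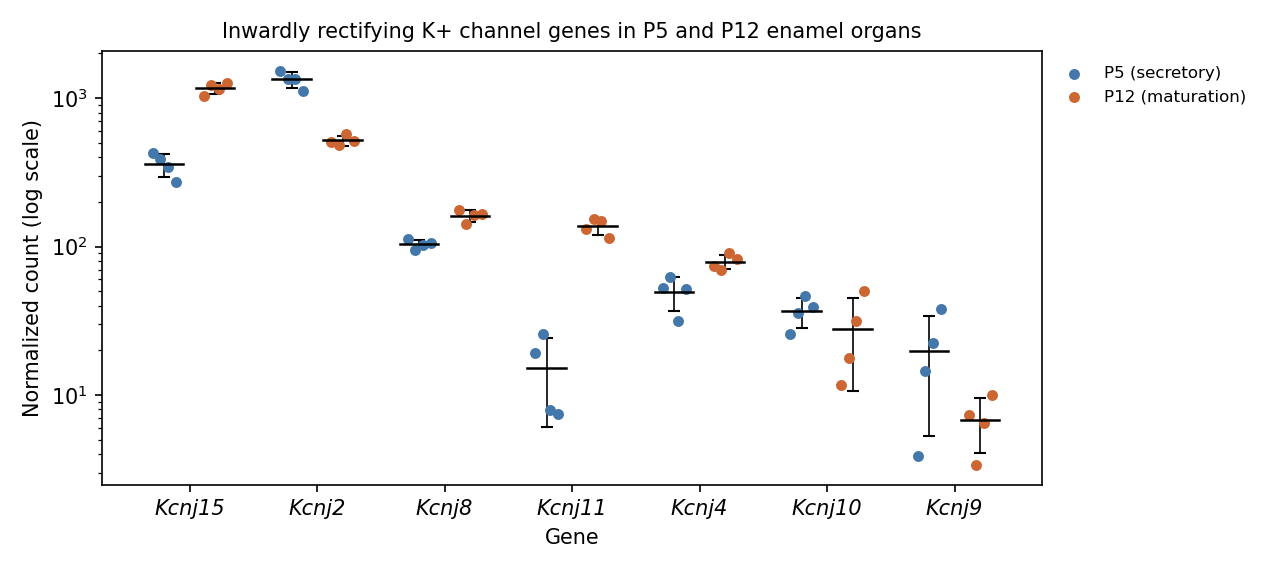
Normalized counts, on a log axis, of the 7 Kcnj genes that were tested, in P5 and P12 enamel organs. Each point is a library made from a pool of 5 pups, horizontal bars are means and vertical bars are SD (n = 4 at each age). The P12 libraries of Kcnj15 sit between 1028 and 1262 and those of Kcnj11 between 114 and 154, above all P5 libraries of the same gene, while Kcnj10 and Kcnj9 overlap between the ages.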

Immunostaining showed Kir4.2 (Kcnj15), localized at the ameloblast apical border. K^+^ transporters found in the kidney, including Slc12a1, which encodes for Nkcc2, and Kcnj1, which encodes for Kir1.1 (ROMK1) (Palmer, 2015), were immunonegative in ameloblasts. Interestingly, the two-pore domain K^+^ channels Kcnk11 and Kcnk2, also called “leaky” and passive K^+^ channel, and the outwardly rectifying (transporting K^+^ from the intracellular to extracellular compartment) Kcnn4 and Kcnh1 were also upregulated in maturation as compared to secretory stage of enamel organs.

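The row of Figure 2A for this family is labelled Kcnk1, and the files list no gene with the symbol Kcnk11. RefSeq's gene table for GRCm38.p6 gives KCNK11 as a synonym of Kcnk15, which had 0 counts in all 8 libraries. Kcnk1 (ENSMUSG00000033998, chromosome 8 of GRCm38, 125995170 to 126030685) had a normalized count of 3797 ± 178 (SD, n = 4 pools) at P5 and 4954 ± 309 (SD, n = 4) at P12, a log2 fold change of 0.38 (standard error 0.07, adjusted p = 5.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnk2 (ENSMUSG00000037624, chromosome 1, 189207930 to 189402273) rose from 677 ± 106 (SD, n = 4) to 1587 ± 56.6 (SD, n = 4), a log2 fold change of 1.23 (standard error 0.10, adjusted p = 1.7e-06). Kcnn4 (ENSMUSG00000054342, chromosome 7, 24370263 to 24386690) rose from 1194 ± 172 (SD, n = 4) to 5370 ± 978 (SD, n = 4), with a log2 fold change of 2.17 (standard error 0.14, adjusted p = 2.4e-07). For these 3 genes all P12 libraries were above all P5 libraries. Kcnh1 (ENSMUSG00000058248, chromosome 1, 192190774 to 192510159) was at 1739 ± 84.4 (SD, n = 4) at P5 and 1915 ± 297 (SD, n = 4) at P12. This difference was within the spread between libraries, with a log2 fold change of 0.14 (standard error 0.10, adjusted p = 0.25 from the same test; exact permutation test, two-sided p = 0.314). Scaled by total count alone, Kcnh1 was 0.51 higher on the log2 scale with an adjusted p of 2.7e-04, against a range of 2.7e-04 to 0.74 over all alternatives. Antisense genes overlap 8.0% of the exonic bases of Kcnk1 and 12.2% of those of Kcnk2. Their own counts were between 12 and 75 for Gm45875 and between 11 and 32 for A430027H14Rik.

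**Figure D2:**
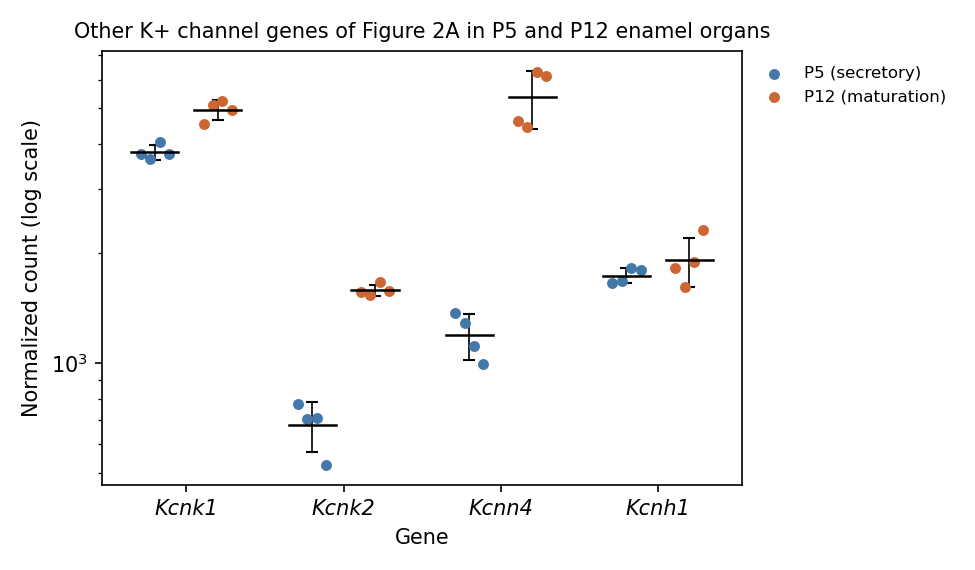
Normalized counts, on a log axis, of Kcnk1, Kcnk2, Kcnn4 and Kcnh1 in P5 and P12 enamel organs. Points are libraries made from pools of 5 pups, horizontal bars are means and vertical bars are SD (n = 4 at each age), and the ages overlap for Kcnh1 alone.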

**FIGURE 2:**
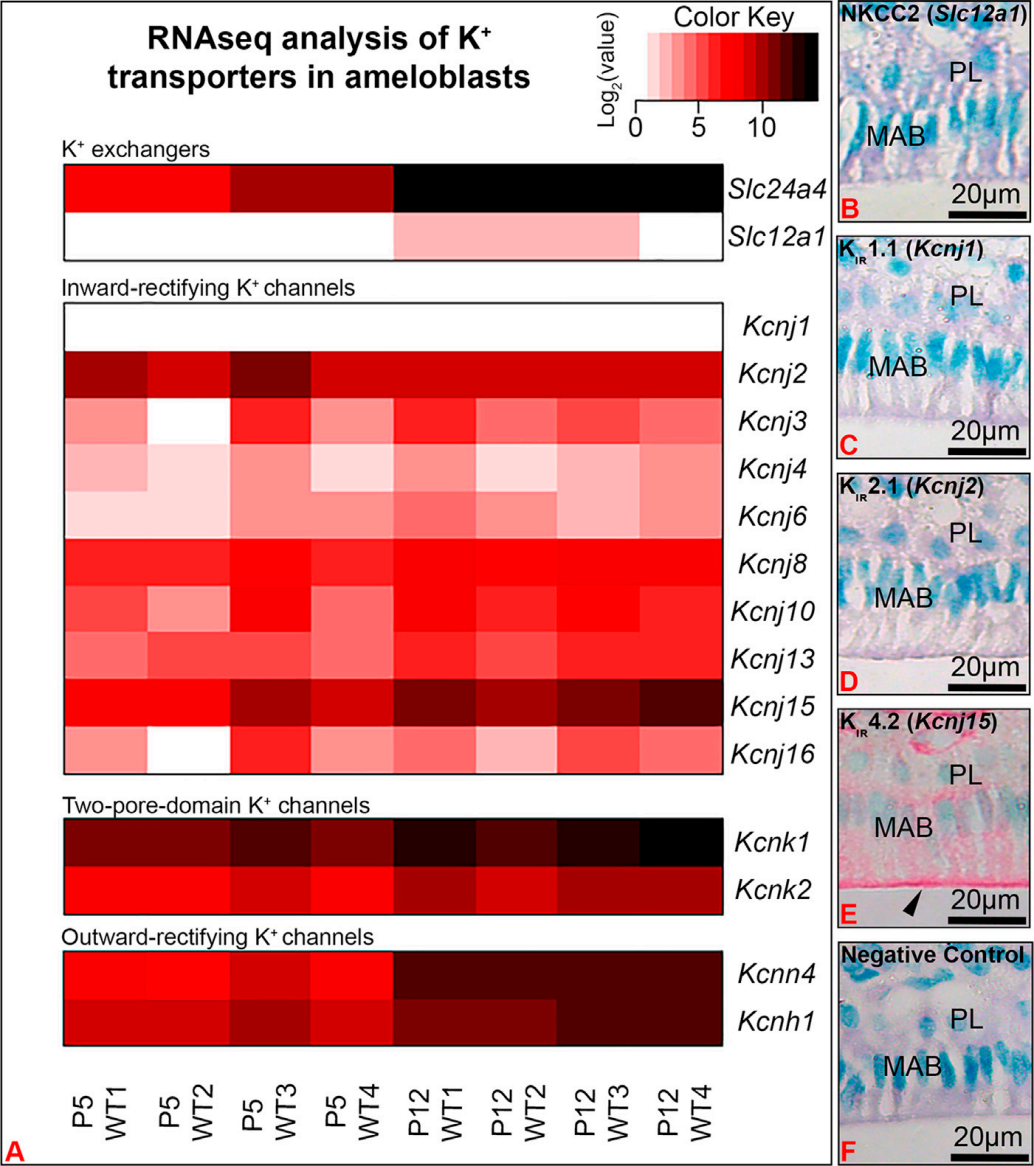
RNA-seq analysis showed Kcnj15 to be the most significantly upregulated inwardly rectifying K^+^ channel in maturation (P12) as compared to secretory (P5) enamel organs. **(A)** A heat map represents the expression levels of K^+^ transporters identified by RNA-seq in the P5 and P12 mouse first molar enamel organs. Immunohistochemical staining of NKCC2 (Slc12a1) **(B)**, Kir1.1 (Kcnj1) **(C)**, Kir 2.1(Kcnj2) **(D)** were immunonegative in maturation ameloblasts (MAB), while Kir4.2 (Kcnj15) was immunopositive, with increased staining at the ameloblast apical border. Negative control **(F)**. PL. papillary layer.

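Of the 16 genes in the heat map, 10 had enough counts to be tested and 8 differed between P5 and P12 at an adjusted p-value under 0.05, whether the adjustment ran over all genes or over these 10 alone. Of the 8, 7 were higher at P12, to which total count scaling added Kcnh1, and Kcnj2 was lower (log2 fold change -1.37, standard error 0.10, adjusted p = 4.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ordered by p-value, Kcnj15 ranked 1 among the 4 Kcnj genes that were higher at P12, and it kept that rank in all 17 alternative fits. Kcnj10 was at 36.7 ± 8.5 normalized counts (SD, n = 4) at P5 and 27.8 ± 17.1 (SD, n = 4) at P12, a difference within the spread between libraries (adjusted p = 0.39 from the same test). The other genes of the heat map were too low to test. Kcnj1 had 1 count in all libraries together, and Slc12a1 had at most 1 count in any P5 library and at most 7 in any P12 library. The highest count in any library was 13 for Kcnj3, 4 for Kcnj6, 3 for Kcnj13 and 15 for Kcnj16. Against the floor of 3 counts, a change in Kcnj1 or Kcnj13 was not detectable at this depth. Of the exonic bases of Kcnj13, 49.1% also lie in exons of Gigyf2.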

### Kir4.2 (Kcnj15) is synthesized by maturation stage enamel organ and spatially localizes at the ameloblast apical border

To verify protein expression of Kir4.2, we performed Western blot and immunostaining of kidney and maturation stage ameloblasts on the continuously growing mouse incisor. Western blot showed Kir4.2 to be present in the proteins extracted from mouse first molar enamel organs, with a similar size to the Kir4.2 protein labeled in the kidney control (Figure 3A). Immunostaining of kidney validated the anti-Kir4.2 antibody (Figure 3B).

**FIGURE 3:**
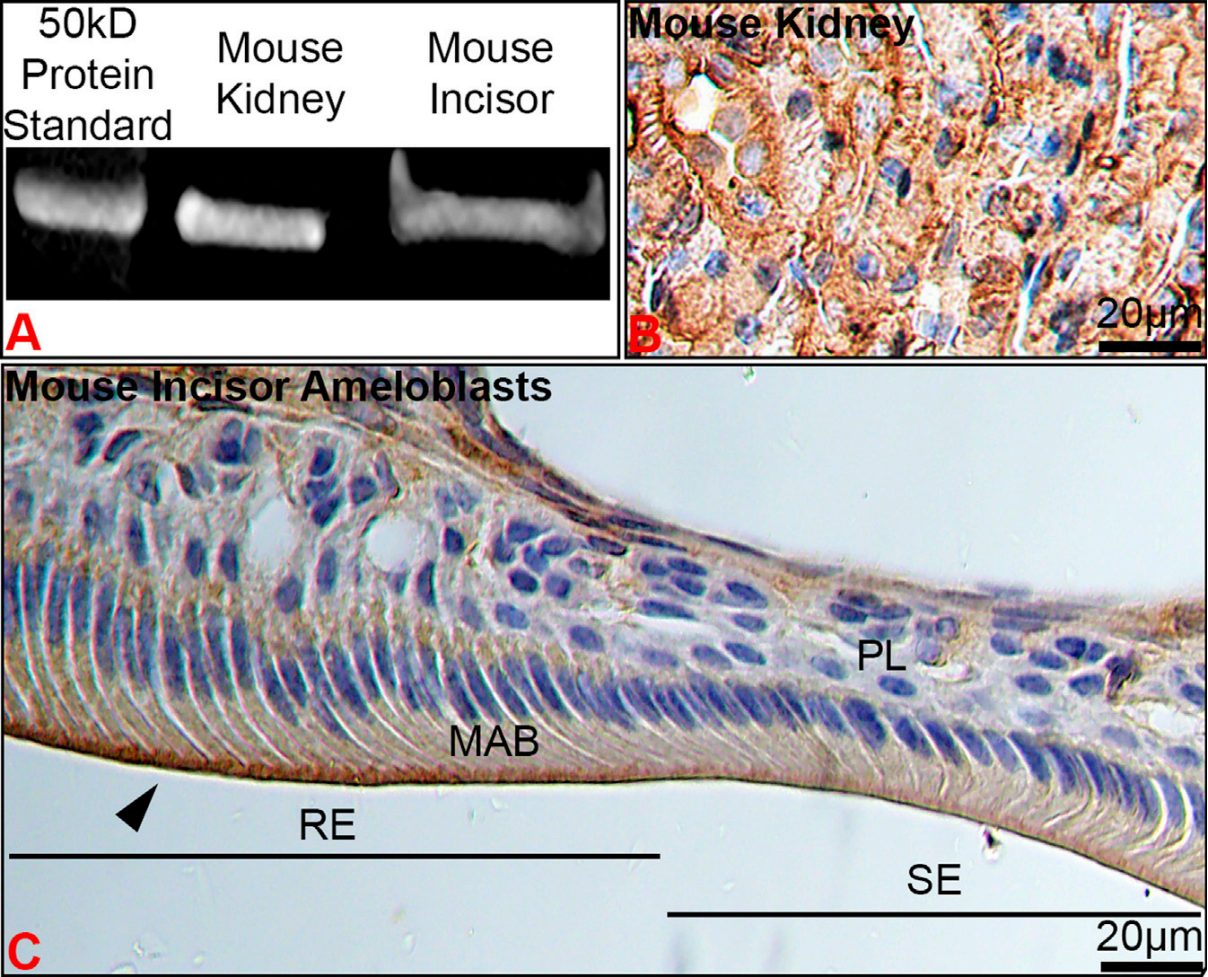
The stage- and spatial-specific presence of Kir4.2 (Kcnj15) in maturation ameloblasts. **(A)** Anti-Kir4.2 antibody identified an approximately 45 kDa protein in western blot analysis of mouse kidney and first molar enamel organs. **(B)** Kidney controls were immunopositive for Kir4.2. **(C)** Kir4.2 was immunopositive at the apical border of ruffle-ended (RE) maturation ameloblasts (MAB), and was reduced in smooth-ended (SE) ameloblasts.

In ameloblasts, Kir4.2 was enriched at the apical border of RE, whereas SE displayed a more diffuse pattern (Figures 3C, 4C). Positive immunostaining for Kir4.2 was also noted in the connective tissue cells around the dental epithelium and in cells that form walls of larger vessels near the epithelial papillary layer (Figures 2E, 3C).

**FIGURE 4:**
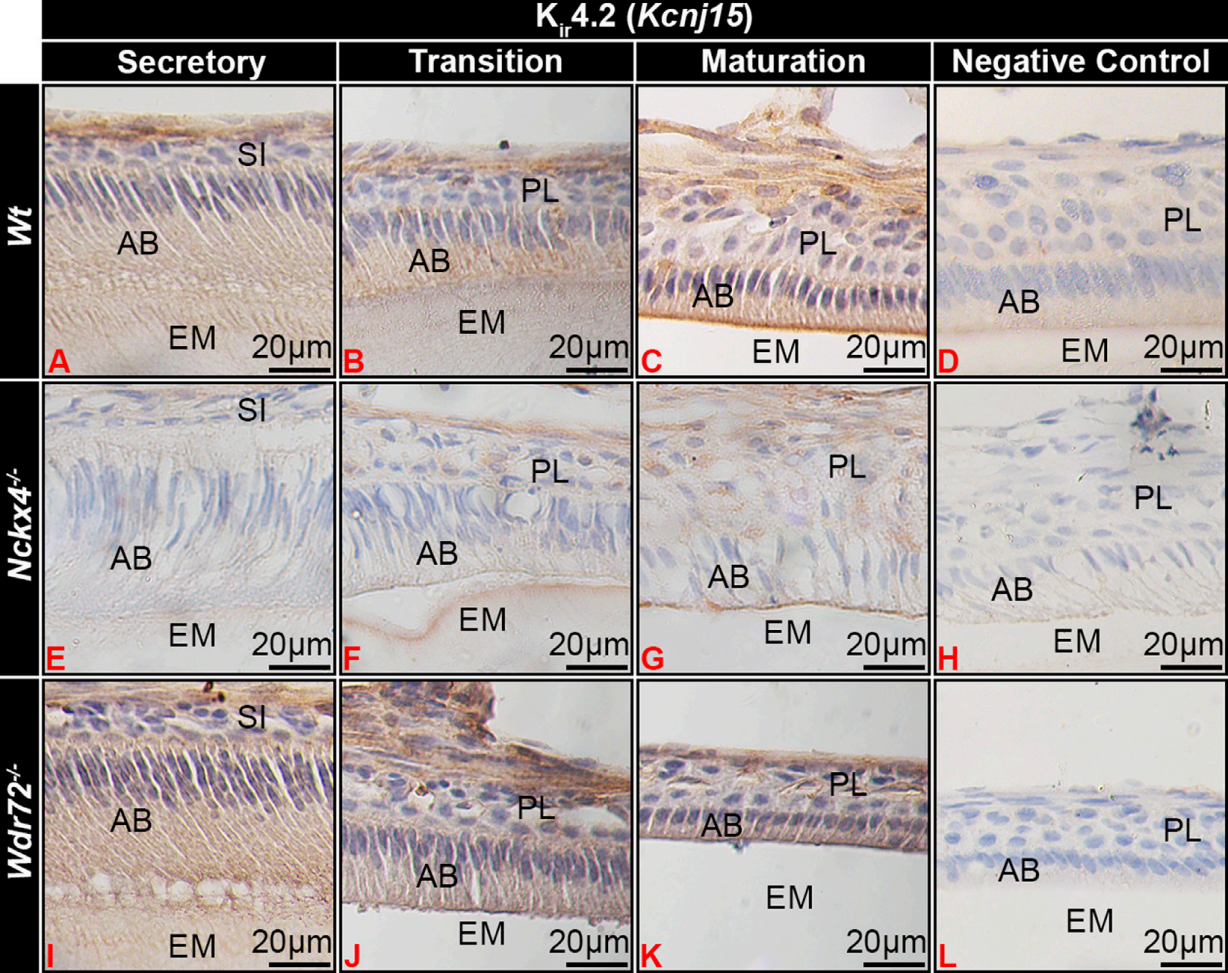
Kir4.2 immunostaining of ameloblasts. **(A)** *Wt* secretory ameloblasts (SAB) had minimal immunostaining for Kir4.2 (Kcnj15). **(B)** Transition stage ameloblasts (TAB) **(B)** had positive Kir4.2 cytoplasmic staining, which **(C)** localized to the apical border of ruffle-ended (RE) early-stage maturation ameloblasts (MAB) RE. In NCKX4 loss of function mice (*Nckx4* ^*−/−*^), Kir4.2 showed similar localization as compared to *wt* ameloblasts, with less intense immunostaining **(E–G)**. Intensity of Kir4.2 (Kcnj15) immunostaining in *Wdr72* ^*−/−*^ mice was similar to that of *wt* mice, but was not localized to the MAB apical border or *Wdr72* ^*−/−*^ mice **(I–K)**. Negative controls for MAB of each model *wt* **(D)**, *Nckx4* ^*−/−*^ **(H)**, and *Wdr72* ^*−/−*^ **(L)** were immunonegative. MAB, maturation ameloblast; EM, enamel matrix; PL, papillary layer.

### Kir4.2 is localized at the apical membrane of *Nckx4* ^*−/−*^ RA, but not in fluorosed or *Wdr72* ^*−/−*^ maturation ameloblasts

The phenotype of maturation stage ameloblasts of *Nckx4* ^*−/−*^ mice appeared to be similar to SE, but Kir4.2 also localized to the ameloblast apical border, though with apparent reduced staining intensity as compare to *wt* ameloblasts (Figures 4C, G). *Wdr72* ^*−/−*^ maturation ameloblasts showed similar intensity of Kir4.2 immunostaining as compared to wt ameloblasts, but remained in the cytoplasm of ameloblasts, without localizing to the apical plasma membrane (Figures 4I–K).

In fluorosed ameloblasts, Kir4.2 immunostaining appeared reduced at the ameloblast apical border as compared to the 0 ppm fluoride control (Figures 5A, D) l, similar to similar NCKX4 (Figures 5B, E).

**FIGURE 5:**
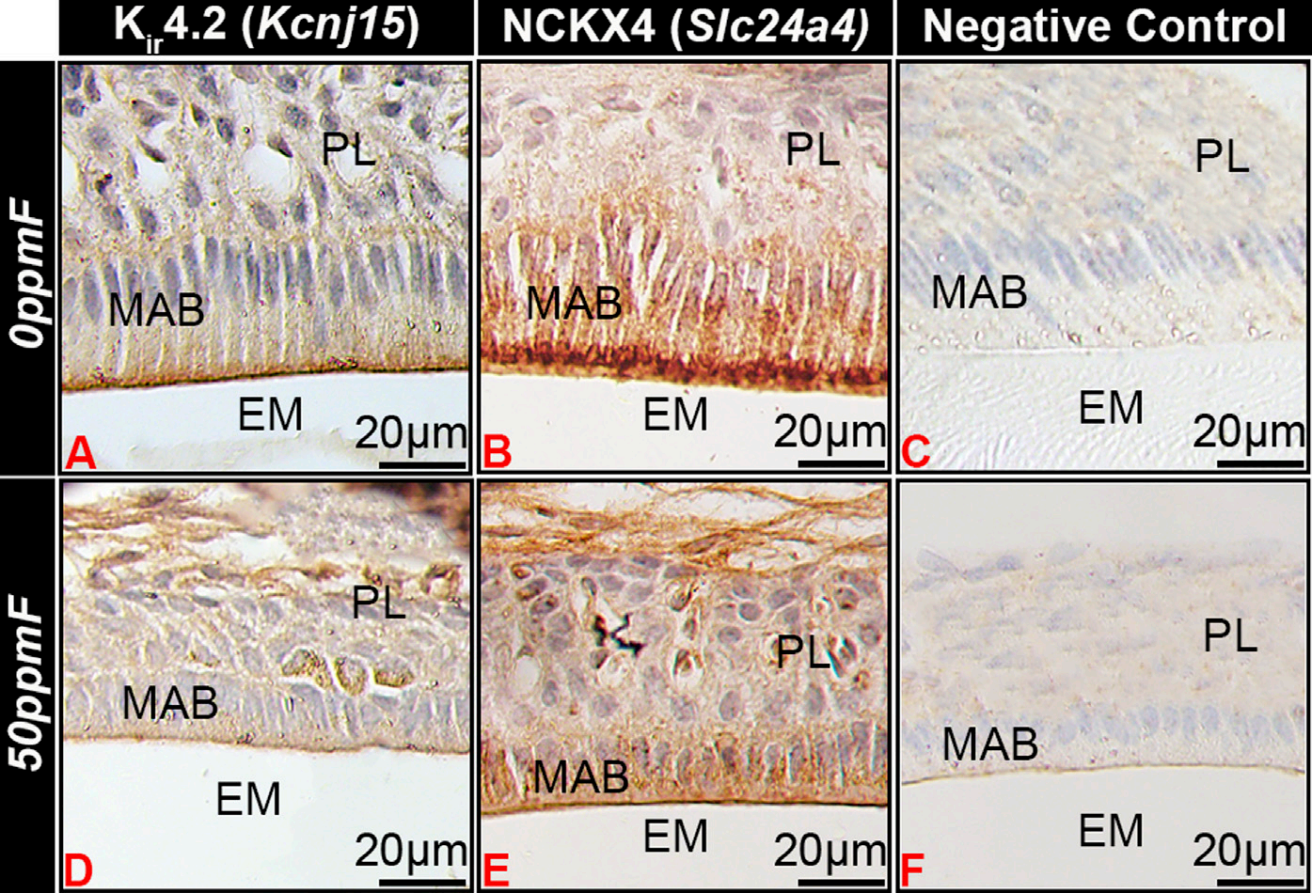
Fluorosis affects Kir4.2 (*Kcnj15*) localization in maturation ameloblasts. In mice given 0 ppm fluoride drinking water Kir4.2 (*Kcnj15* **(A)** and NCKX4 **(B)** localized to the apical border of ruffle-ended maturation stage ameloblasts. Fluorosed ameloblasts had reduced Kir4.2 (*Kcnj15*) **(D)** and NCKX4 **(E)** at the apical border as compared to 0 ppm fluoride controls. MAB, maturation ameloblast; EM, enamel matrix; PL, papillary layer.

### The expression level of *Wdr72* is increased in LS8 cells grown at acidic pH (6.2) as compared to neutral pH (7.2)

*WDR72* immunostained at both the basal and apical borders, with more intense immunostaining at the apical border of RE, overlying enamel matrix with a pH of 6.2 (Figure 6A), as compared to SE which overlay an enamel matrix of pH 7.2 (Figure 6B). *In vitro*, relative expression of *Wdr72* in LS8 cells grown at pH 6.2 was significantly greater than in cells grown at pH 7.2 (Figure 6C).

**FIGURE 6:**
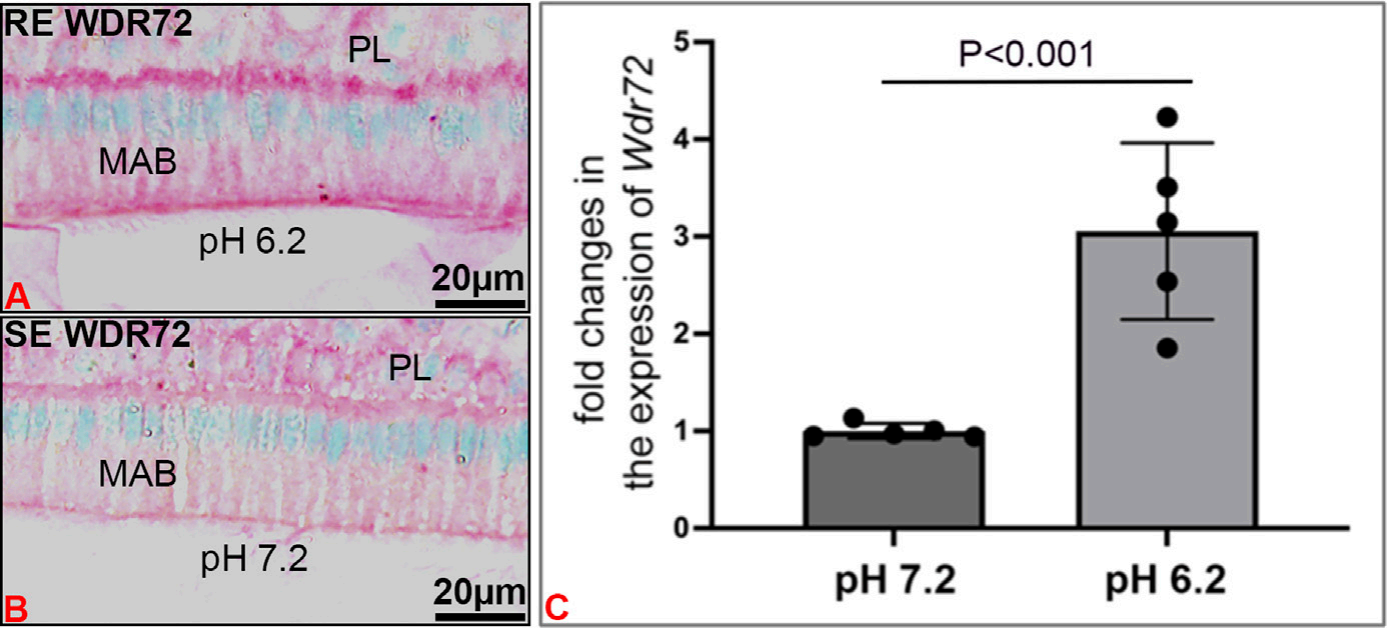
pH related effects on WDR72 expression. **(A)** Immunostaining of *wt* mouse incisor maturation stage of ameloblasts (MAB) showed increased staining of WDR72 at the basal and apical borders of ruffle-ended ameloblasts RE, associated with an acidic enamel matrix (pH 6.2), as compared to **(B)** Smooth-ended ameloblast SE which are associated with a more neutral matrix (pH 7.2) **(C)** *In vitro*, pH related changes in *Wdr72* mRNA showed increased expression at pH 6.2 as compared to pH 7.2 (unpaired Student’s t-test). *N* = 5; SDs of individual samples are indicated by the dark circles on the error bar.

## Discussion

As enamel matures, HA crystals expand in width, replacing the protein matrix. This process is driven by calcium transport to the extracellular matrix as ameloblasts modulate between cells with apical ruffled-ended borders (RE) and smooth-ended borders (SE) (Josephsen and Fejerskov, 1977). To support such large quantities of Ca^2+^ in a tightly regulated series of events, several ion exchangers that maintain Na^+^ and K^+^ homeostasis are key to functional enamel mineralization (Bronckers et al., 2015; Lacruz, 2017; Robertson et al., 2017). One such exchanger is NCKX4, which localizes to the apical border of RE and transports 1 K^+^ and 1 Ca^2+^ into the enamel matrix in exchange for 4 Na^+^. Consistent with this, we found that Na^+^ was relatively increased in *Nckx4* ^*−/−*^ as compared to *Nckx4* ^*+/+*^ maturation enamel, while K^+^ was relatively decreased in *Nckx4* ^*−/−*^ enamel.

Among the K^+^ transporter types expressed during enamel maturation, we found that Kcnj15, a gene encoding for the inwardly rectifying potassium channel, Kir4.2, to be relatively highly expressed in maturation stage ameloblasts. 

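In the P12 enamel organs, Kcnj15 had the highest mean normalized count of the 7 Kcnj genes tested, ahead of Kcnj2 and Kcnj8 at 161 ± 14.7 (SD, n = 4 pools). It also came first with the count divided by gene length, at 184.83 normalized counts per kilobase against 95.26 for Kcnj2, 63.25 for Kcnj8 and 37.28 for Kcnj11. Among the 66 protein-coding genes with a Kcn symbol that were tested, Kcnj15 ranked 5 at P12, after Kcnn4, Kcnk1, Kcnh1 and Kcnk2, and it also ranked 5 per kilobase. The next gene, Kcnh2, was at 674 ± 136 (SD, n = 4). At P5 the order of the highest Kcnj genes was the other way, with Kcnj2 above Kcnj15 in all 4 libraries. These are levels in whole samples, which also hold RNA from outside the enamel epithelium. The paper also saw Kir4.2 staining in connective tissue cells and vessel walls, so the Kcnj15 RNA need not come from ameloblasts alone.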

The Kir channels preferentially transport K^+^ intracellularly (Köhling and Wolfart, 2016), and inward rectification of K^+^ flux results from interactions between intracellular Mg^2+^ or polyamines, which physically block K^+^ outward flux by binding to residues localized in the transmembrane and cytoplasmic regions of the channels (Hibino et al., 2010). Other K^+^ channels, including the leaky two pore domain potassium channels, calcium-gated, and voltage-gated K^+^ channels, mainly conduct K^+^ outward. We therefore suggest that Kir4.2 (KCNJ15) at the apical surface, removes K+ from the labile pool of ions transported into the enamel matrix by NCKX4 (see Figure 7).

**FIGURE 7:**
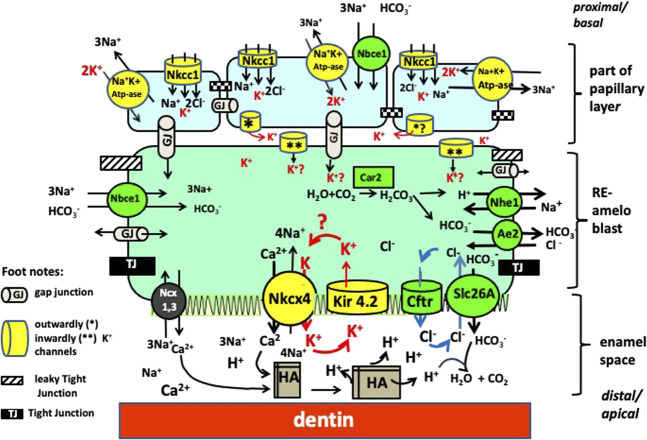
Working model for ion transport by RE ameloblasts. There are four clusters of transporters each involved in a specific function. By requiring the same ions to operate (Na^+^, K^+^ and Cl^−^) from the pool of ions these clusters are interdependent from each other. One cluster involves mineral transport to form crystals (NaPi2 and Nckx4 mediated transport of phosphate and calcium, respectively). A second cluster is for K^+^ transport (in yellow) to obtain electrochemical gradients to drive ion transport (Nckx4, Kir 4.2, Na^+^K^+^ ATpase, Nkcc1); Cluster 3 for pH and osmoregulation (in green, includes Cftr, Ae2, Nhe1 and members of the Slc26a family (SIc26a-a3-a4, a6, a7; Nhe1 and Car2). Cluster 4 for paracellular and intracellular transport tight junctions (black) and gap junctions (grey tubes).

In *Wdr72* ^*−/−*^ and fluorosed ameloblasts, Kir4.2 remained localized in the cytoplasm. Kir proteins are transported by vesicle trafficking (Zangerl-Plessl et al., 2019), and altered vesicle trafficking, as evidenced by dislocation of Nckx4 in *Wdr72* ^*−/−*^ (Wang et al., 2015) and fluorosed (Bronckers et al., 2017) ameloblasts may have a role in translocation of Kir4.2 to the RE apical membrane. The lack and/or reduced translocation of Kir4.2 to the apical plasma membrane of fluorosed ameloblasts, may be why K+ is relatively increased in fluorosed enamel.

*Wdr72* modulates endocytosis and vesicle trafficking by affecting microtubule assembly (Katsura et al., 2022). Our finding that *Wdr72* expression was relatively increased at acidic pH, suggests that changes in enamel matrix pH could also affect vesicle trafficking by modulating WDR72 expression.

In fluorotic enamel there are fewer, but wider RE bands, suggesting a delayed transition from RE to SE (Smith et al., 1993). Fluorotic enamel contains less Cl^−^ (required for bicarbonate secretion into the enamel matrix) but more K^+^ (Lyaruu et al., 2014). Enamel of Cftr-null and Ae2-null, which have even less Cl^−^ and more K^+^ than fluorotic enamel, have no SE bands only RE bands(Bronckers et al., 2015). This suggests that local regulation of pH affects turnover of tight junctions.

Fluorotic enamel also has more Mg^2+^ than *wt* enamel, and furthermore, enamel of the more fluoride sensitive C57Bl mouse strain has more (approximately 2×) Mg^+^ in the extracellular enamel matrix as compared to the more fluoride resistant FVB mouse (Bronckers and Lyaruu, 2017). The role of Mg^2+^ in the regulation of K^+^ inward rectification by Kir channels may have a role in the sensitivity of ameloblasts to fluoride exposure. The mechanisms by which ameloblast control Mg transport are poorly understood, but likely to involve the cation channel TRPM7 (Nakano et al., 2016; Kádár et al., 2021).

Together these results support a role or Kir4.2 (Kcnj15) mediated inward K^+^ flux in maturation ameloblasts. Figure 8 illustrates the proteins and cellular changes associated with changes in RE and SE, and their relationship to TJ formation and ameloblast modulation. Future studies on the role of matrix pH, ion exchange, vesicle recycling, will further test this model and help to better understand the unique system by which maturation stage ameloblast direct enamel matrix mineralization.

**FIGURE 8:**
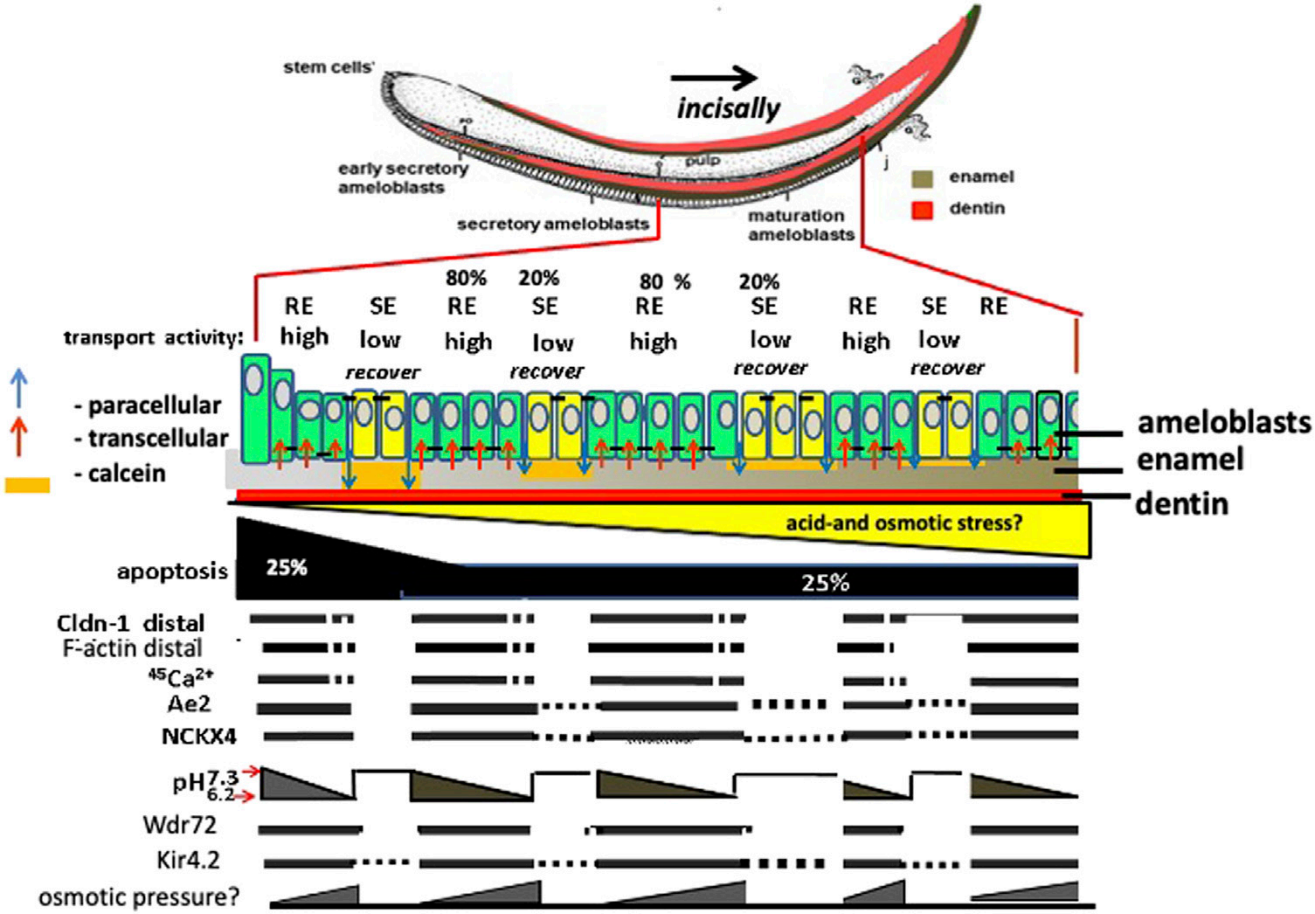
Amelogenesis in mouse incisor: major differences between expression/activity in RE compared to SE ameloblasts. Ameloblasts modulate corresponding to calcein staining of neutral pH enamel matrix orange color. Claudin 1 (Cldn1) and F-actin are increased in RE, associated TJs, and in RE, Nckx4 transports Ca^2+^ into the enamel matrix for hydroxyapatite (HA) formation. HA formation in enamel lowers the pH in enamel fluid. As matrix pH decreases, *Wdr72* increases, and NCKX4 and Kir4.2 translocate to the apical RE membrane. Paracellular transport of ions happens during transformation of RE into SE mode during which selective apical tight junctions disappear and basal tight junctions appear forming a new basal barrier. The transition of RE into SE and the flushing out of enamel fluid may result from hyperosmotic pressure of salt building up in the enamel space that causes leakage and eventually loss of the distal TJ by the inward flux of fluid.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE222120.

## References

[B1] AobaT.MorenoE. C. (1987). The enamel fluid in the early secretory stage of porcine amelogenesis: Chemical composition and saturation with respect to enamel mineral. Calcif. Tissue Int. 41, 86–94. 10.1007/BF02555250 3115550

[B2] AobaT.ShimodaS.MorenoE. C. (1992). Labile or surface pools of magnesium, sodium, and potassium in developing porcine enamel mineral. J. Dent. Res. 71, 1826–1831. 10.1177/00220345920710111201 1401446

[B3] BronckersA. L.JalaliR.LyttonJ. (2017). Reduced protein expression of the Na+/Ca2++K+-Exchanger (SLC24A4) in apical plasma membranes of maturation ameloblasts of fluorotic mice. Calcif. Tissue Int. 100, 80–86. 10.1007/s00223-016-0197-4 27752731PMC5215084

[B4] BronckersA. L.LyaruuD.JalaliR.MedinaJ. F.Zandieh-DoulabiB.DenbestenP. K. (2015). Ameloblast modulation and transport of Cl⁻, Na⁺, and K⁺ during amelogenesis. J. Dent. Res. 94, 1740–1747. 10.1177/0022034515606900 26403673PMC4681480

[B5] BronckersA. L.LyaruuD. M. (2017). Magnesium, pH regulation and modulation by mouse ameloblasts exposed to fluoride. Bone 94, 56–64. 10.1016/j.bone.2016.10.014 27744011

[B6] BustinS. A. (2002). Quantification of mRNA using real-time reverse transcription PCR (RT-PCR): Trends and problems. J. Mol. Endocrinol. 29, 23–39. 10.1677/jme.0.0290023 12200227

[B7] HeW.LiuW.ChewC. S.BakerS. S.BakerR. D.ForteJ. G. (2011). Acid secretion-associated translocation of KCNJ15 in gastric parietal cells. Am. J. Physiol. Gastrointest. Liver Physiol. 301, G591–G600. 10.1152/ajpgi.00460.2010 21719736PMC3191558

[B8] HibinoH.InanobeA.FurutaniK.MurakamiS.FindlayI.KurachiY. (2010). Inwardly rectifying potassium channels: Their structure, function, and physiological roles. Physiol. Rev. 90, 291–366. 10.1152/physrev.00021.2009 20086079

[B9] HuP.LacruzR. S.SmithC. E.SmithS. M.KurtzI.PaineM. L. (2012). Expression of the sodium/calcium/potassium exchanger, NCKX4, in ameloblasts. Cells Organs 196, 501–509. 10.1159/000337493 PMC353517522677781

[B10] JalaliR.LodderJ. C.Zandieh-DoulabiB.MichaD.MelvinJ. E.CatalanM. A. (2017). The role of Na:K:2Cl cotransporter 1 (NKCC1/slc12a2) in dental epithelium during enamel formation in mice. Front. Physiol. 8, 924. 10.3389/fphys.2017.00924 29209227PMC5702478

[B11] JosephsenK.FejerskovO. (1977). Ameloblast modulation in the maturation zone of the rat incisor enamel organ. A light and electron microscopic study. J. Anat. 124, 45–70.914705PMC1235513

[B12] KádárK.JuhászV.FöldesA.RaczR.ZhangY.LöchliH. (2021). TRPM7-Mediated calcium transport in HAT-7 ameloblasts. Int. J. Mol. Sci. 22, 3992. 10.3390/ijms22083992 33924361PMC8069123

[B13] KatsuraK.NakanoY.ZhangY.ShemiraniR.LiW.Den BestenP. (2022). WDR72 regulates vesicle trafficking in ameloblasts. Sci. Rep. 12, 2820. 10.1038/s41598-022-06751-1 35181734PMC8857301

[B14] KöhlingR.WolfartJ. (2016). Potassium channels in epilepsy. Cold Spring Harb. Perspect. Med. 6, a022871. 10.1101/cshperspect.a022871 27141079PMC4852798

[B15] LacruzR. S. (2017). Enamel: Molecular identity of its transepithelial ion transport system. Cell. Calcium 65, 1–7. 10.1016/j.ceca.2017.03.006 28389033PMC5944837

[B16] LacruzR. S.SmithC. E.KurtzI.HubbardM. J.PaineM. L. (2013). New paradigms on the transport functions of maturation-stage ameloblasts. J. Dent. Res. 92, 122–129. 10.1177/0022034512470954 23242231PMC3545694

[B17] LyaruuD. M.MedinaJ. F.SarvideS.BervoetsT. J.EvertsV.DenbestenP. (2014). Barrier formation: Potential molecular mechanism of enamel fluorosis. J. Dent. Res. 93, 96–102. 10.1177/0022034513510944 24170372PMC3865793

[B18] NakanoY.leM. H.AbduweliD.HoS. P.RyazanovaL. V.HuZ. (2016). A critical role of TRPM7 as an ion channel protein in mediating the mineralization of the craniofacial hard tissues. Front. Physiol. 7, 258. 10.3389/fphys.2016.00258 27458382PMC4934143

[B19] PalmerB. F. (2015). Regulation of potassium homeostasis. Clin. J. Am. Soc. Nephrol. 10, 1050–1060. 10.2215/CJN.08580813 24721891PMC4455213

[B20] ParryD. A.PoulterJ. A.LoganC. V.BrookesS. J.JafriH.FergusonC. H. (2013). Identification of mutations in SLC24A4, encoding a potassium-dependent sodium/calcium exchanger, as a cause of amelogenesis imperfecta. Am. J. Hum. Genet. 92, 307–312. 10.1016/j.ajhg.2013.01.003 23375655PMC3567274

[B21] RaoX.HuangX.ZhouZ.LinX. (2013). An improvement of the 2ˆ(-delta delta CT) method for quantitative real-time polymerase chain reaction data analysis. Biostat. Bioinforma. Biomath. 3, 71–85.25558171PMC4280562

[B22] RobertsonS. Y. T.WenX.YinK.ChenJ.SmithC. E.PaineM. L. (2017). Multiple calcium export exchangers and pumps are a prominent feature of enamel organ cells. Front. Physiol. 8, 336. 10.3389/fphys.2017.00336 28588505PMC5440769

[B23] SchmittgenT. D.ZakrajsekB. A.MillsA. G.GornV.SingerM. J.ReedM. W. (2000). Quantitative reverse transcription-polymerase chain reaction to study mRNA decay: Comparison of endpoint and real-time methods. Anal. Biochem. 285, 194–204. 10.1006/abio.2000.4753 11017702

[B24] SmithC. E.NanciA.DenbestenP. K. (1993). Effects of chronic fluoride exposure on morphometric parameters defining the stages of amelogenesis and ameloblast modulation in rat incisors. Anat. Rec. 237, 243–258. 10.1002/ar.1092370212 8238976

[B25] WangS. K.HuY.YangJ.SmithC. E.NunezS. M.RichardsonA. S. (2015). Critical roles for WDR72 in calcium transport and matrix protein removal during enamel maturation. Mol. Genet. Med. 3, 302–319. 10.1002/mgg3.143 PMC452196626247047

[B26] Zangerl-PlesslE. M.QileM.BloothooftM.Stary-WeinzingerA.HeydenM. A. G. (2019). Disease associated mutations in K(IR) proteins linked to aberrant inward rectifier channel trafficking. Biomolecules 9, 650. 10.3390/biom9110650 31731488PMC6920955

How the deposited data were processed for this re-analysis (not part of the article)

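RNA-seq was performed on enamel organs of first molars from mouse pups at day 5 (secretory stage) and day 12 (maturation stage). Soft tissue was taken out of the pulp chambers, and 5 pups were pooled for each of the 4 libraries at each age. The authors deposited a table of whole-number read counts per gene, with no normalization, together with gene names, coordinates and lengths. The aligner, the counting program, its use of strand and the annotation release are not named in the paper's text. Of the 54532 gene identifiers, 54495 are in GENCODE release M21 for GRCm38 and 53548 have the same coordinates there. Coordinates are those of the deposited table, and shared exonic bases were computed from GENCODE M21. Each column was assigned to its library by its name, which is the library's title in the sample labels. The heat map of Figure 2A numbers the P5 libraries differently from the labels, and the labels' numbers are used here. The labels describe an extraction with TRIzol and a Zymo kit, and the paper's methods describe the Zymo kit.

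The total count per library was between 16574548 and 20262601 at P5 and between 17588152 and 22013456 at P12. All 12 pairs of libraries within an age differed by more than counting noise (chi-square per degree of freedom between 5.11 and 83.42), so that no library was counted as a duplicate. Intervals and floors given here cover counting error only, since reads were not marked with molecular identifiers.

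Genes were compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest, no covariate), with Benjamini-Hochberg adjustment over the 16440 genes that passed the filter and a threshold of 0.05. Normalized counts are counts divided by the effective library size and scaled to its mean, 19006280. The deposited counts were also tested with DESeq2 1.42.0, which the paper's methods name, and with limma-voom (limma 3.58.1). Other alternatives were DESeq2's size factors within the edgeR fit, scaling by total count, leaving out the 20 most abundant genes from the scaling, no filter on low counts, at least 10 counts in every library, each library left out in turn, the replicate number as a block over the 6 libraries whose number occurs at both ages, the same 6 libraries without the block, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and counts per kilobase for expression levels. The replicate numbers come from the sample labels. The mapping of samples, the tests and these alternatives were fixed before the data were examined.

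Single genes were also compared by a two-sided exact permutation test over the 70 splits of 8 libraries into 4 and 4, on log2 normalized counts with a pseudocount of 1. Its smallest p is 0.0286. Of the 87 named genes that were tested, 58 had no overlap between the ages, where chance gives 2.86%, although the genes with the largest changes were named by a rule that requires no overlap. The genes named in the text are those the paper names, all Kcnj genes, a list of stage and cell type markers, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean normalized count of at least 100 and no overlap between the ages, and the 5 largest rises and falls among Kcn genes without the count minimum. Kcnk15, Abcc8 and Abcc9 and the further epithelial genes of the closing section were added after the data were examined. Ranks within the Kcnj family cover the genes that passed the filter, and the rank by p-value covers those higher at P12.

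The tests were tried first on simulated counts with the real means, dispersions and library sizes of 16440 genes, in which 200 genes were changed by 1 or 2 log2 units. Of the 193 changed genes that passed the filter, edgeR called 88.6% in the right direction, with 12 false calls among 183. DESeq2 called 91.2%, with 31 false calls among 207, and limma-voom 88.6%, with 11 among 182. All other simulated genes had the same mean at both ages, while 9411 genes were called in the real counts. The simulation therefore does not test how normalization sets the balance of higher and lower genes. Permutation tests and summaries used scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and plots used matplotlib 3.10.9. The immunostaining, Western blot, EDX and LS8 cell experiments are not analysed here.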

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

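Except for thinning the libraries, the matching for GC content and length, the scaling tests, the further epithelial genes and the share of genes lowest in P5 replicate 5, the tests described here were chosen after the result was seen. The list of further epithelial genes was written after Krt13 and Krt4 had been seen and before the values of its own genes were. For the 2 tests that count the genes highest or lowest in a library, the outcomes written down were over 50% or about 25%, and the shares they were written for, 45.8% and 46.4%, fell between them. That such values decide nothing was settled after they were seen. The share in the opposite direction was over 50% for both libraries.

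Kcnj11, which the paper does not discuss, had a log2 fold change of 3.17 between P5 and P12, in 4 of 4 P12 libraries above all P5 libraries. Library scaling did not account for it, since 3.17 was also the lowest value over the 4 scalings. With every library thinned to the smallest total the log2 fold change was 3.12. Genes of the same GC content and length had a median of -0.09. No exonic bases are shared with another gene (0.0%), and the neighbouring gene Abcc8 had a log2 fold change of -0.93, so reads running on from Abcc8 would not give a rise. RNA from oral mucosa may be scarce in P12 replicate 4, although the keratins in the next paragraph do not settle that. The excess of Kcnj11 over P5 in that library was 0.77 of the mean excess in the other P12 libraries. The same ratio was 1.16 for Kcnj15 and 0.02 for Krt13. If mucosa was scarce there, most of the Kcnj11 rise had another source. That reading rests on 1 library, and a part from mucosa is left open. RNA from other cells of the molar also remains. Col1a1 and Col1a2, collagen genes of mesenchyme, took on average 4.6% of the P12 counts. The libraries therefore hold RNA from outside the enamel epithelium, and the rise cannot be told apart from a change in those cells. A rise of Kcnj11 in maturation stage ameloblasts is therefore a hypothesis. Kcnj9, also outside the heat map, had a log2 fold change of -1.55 (adjusted p = 0.036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but its libraries overlapped between the ages (exact permutation test, p = 0.171) and the adjusted p reached 0.37 among the alternatives.

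Krt13 and Krt4, listed beforehand as markers of oral epithelium, had log2 fold changes of 4.18 and 3.42. The normalized counts of Krt13 at P12 were 8878, 11244, 5840 and 510 in replicates 1 to 4, against 245 to 453 at P5. Of 10 further genes of stratified epithelium that were higher at P12, 10 were lowest at P12 in replicate 4. Such genes are not independent, and 53.5% of the 1052 genes higher at P12 by at least 1 log2 unit, among genes with an adjusted p under 0.05 and a mean normalized count of at least 100, were also lowest at P12 in that library, where chance gives 25%, so the pattern is not limited to genes of oral epithelium. Different amounts of oral mucosa between the pools are a candidate source. Library size is not, because the total of replicate 4 was 0.89 of the mean of the other P12 totals. For an earlier stage of the molars in that pool, 45.8% of the 781 genes lower at P12 by the same limits were highest at P12 in replicate 4, between the 25% of chance and a majority. The stage markers did not settle it. The secretory markers Amelx, Ambn, Enam and Mmp20 were highest at P12 in replicate 4, for example Amelx at 96613 (23064 to 58081 in the other P12 libraries), but so were the maturation markers Klk4, at 31255 (16783 to 23419), and Amtn, at 76919 (34276 to 56441), while Odam, at 346241, lay within the range of the others (290679 to 365229). An earlier stage therefore cannot be told apart from different amounts of oral mucosa.

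Of the 174 combinations of a named gene and an age, 14 had a library far from the other 3, where 8.7 are expected by chance. P5 replicate 5 was the distant library in 6 of them. Its normalized counts were 5149 for Amtn (16356 to 19787 in the other P5 libraries), 6497 for Odam (15868 to 18305), 7.41 for Krt6b (30.2 to 36.9), 2078 for Dmp1 (1444 to 1515), 6217 for Slc4a2 (5604 to 5617) and 126 for Kcnip1 (68.1 to 73.8). Fewer maturation-stage cells in that pool may contribute and cannot be excluded: 46.4% of the same 1052 genes higher at P12 were lowest and 56.2% of the 781 lower at P12 were highest at P5 in this library, where chance gives 25%. The library was not small, with 1.15 of the mean total of the others. P12 replicate 4 was distant for Krt6b, at 1598 (9496 to 12538 in the others), Slc12a2, at 1059 (902 to 919), and Hbb-bs, at 8421 (10367 to 10718), a globin gene. Its paralog Hbb-bt was also lowest in that library, at 1558 (1720 to 2139), so a split of reads between them does not account for the low count. Xist was at 1428 in P12 replicate 3 against 8113 to 11568, and 4 of 4 Y-linked genes were highest at P12 in that library, which is consistent with more male pups in the pool. The remaining ones were single genes in different libraries, with 325109 for Col1a2 in P5 replicate 4 (363910 to 371203), 132 for Cd68 in P5 replicate 1 (95.3 to 99.5), 31982 for Krt14 in P5 replicate 3 (34535 to 34971) and 39.7 for Chst1 in P12 replicate 2 (59.2 to 63.1). For these no biological explanation was tested.

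The largest rises outside the genes the paper discusses were Akr1c18 (log2 fold change 9.84), Slc6a14 (8.69), Krt6b (8.28), Krt24 (8.02) and Gm4869 (at least 77-fold higher at P12, since all P5 libraries were at 1 count). The value of Slc6a14 is imprecise, since its counts were 0, 1, 4 and 1 in P5 libraries 1, 3, 4 and 5. Without one library at a time it lay between 8.22 and 9.8. Oral mucosa RNA may hold for part of these 5 rises. Krt6b, Krt24 and Gm4869, 3 of the 5, had an excess in P12 replicate 4 under 0.5 times that of the other P12 libraries. Akr1c18 and Slc6a14 did not. Reads of Krt6b could also be split with its close paralog Krt6a by the counting. The largest falls were Enam (-9.95), Otof (-9.14), Chst1 (-8.43), Shh (-8.32) and Papln (-7.62), and the smallest of these falls over the 4 scalings was -7.25. Among Kcn genes outside the heat map other than Kcnj11, Kcnmb2 (3.93), Kcns1 (2.06) and Kcnk7 (2.01) rose the most and Kcnip1 (-5.37), Kcnip2 (-4.52), Kcnh3 (-4.18), Kcna3 (-4.17) and Kcnk12 (-3.74) fell the most. The smallest of these 8 changes over the scalings was 2.01. Some of these values are imprecise, since counts were near the floor. In P5 libraries 1, 3, 4 and 5, Kcnmb2 had 3, 2, 1 and 4 counts and Kcns1 had 5, 5, 1 and 15. Kcnip1 had 2, 5, 2 and 0 in P12 libraries 1 to 4. Without one library at a time, Kcnmb2 lay between 3.72 and 4.18, Kcns1 between 1.74 and 2.78 and Kcnip1 between -6.05 and -5.04. For the falls and the Kcn genes, a change in the cells that make up the samples cannot be told apart from a change within ameloblasts.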

How the results depend on the processing

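The test with other splits of the libraries was chosen after the result was seen. The log2 fold changes of Slc24a4, Kcnj15, Kcnk1, Kcnk2 and Kcnn4 kept their direction and an adjusted p under 0.05 in all 17 alternative fits. Leaving out each library in turn gave 3.12 to 3.73 for Slc24a4, 1.59 to 1.80 for Kcnj15, 0.36 to 0.42 for Kcnk1, 1.12 to 1.30 for Kcnk2, 2.09 to 2.25 for Kcnn4 and 0.03 to 0.21 for Kcnh1, across 8 fits. The number of differentially expressed genes lay between 8708 and 10030 in those fits. An absolute log2 fold change of at least 1 left 3541 genes, 1864 higher and 1677 lower at P12.

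Scaling by total count shifted the median log2 fold change of all genes to 0.38 and the share of higher genes among the calls from 50.3% to 79.2%, with 8885 higher and 2330 lower. Kcnh1 then passed the threshold at 0.51, which is 0.13 above that shift. The same scaling turned the sign of 10 other named genes, whose log2 fold changes became 0.25 for Slc4a4, 0.00 for Slc4a2, 0.35 for Slc8a3, 0.06 for Slc26a6, 0.03 for Col1a1, 0.02 for Col1a2, 0.04 for Sox10, 0.35 for Xist, 0.30 for Ddx3y and 0.23 for Kdm5d, all at or below the shift. It also gave 25 Kcn genes higher and 23 lower, against 18 higher and 28 lower with TMM.

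A filter of at least 10 counts in every library left 10 Kcn genes higher and 18 lower and put Kcnj15 at rank 1 of the Kcnj genes by log2 fold change, because Kcnj11 did not pass it. With no filter Kcnj15 was at rank 3, behind Kcnj11 and behind Kcnj12, which had 13 counts in all libraries. The log2 fold change of Xist was 0.01 with no filter and 0.24 over the 6 libraries numbered alike. Across the fits without a library, the sign changed for Slc4a4 (-0.39 to 0.02), Slc8a3 (-0.11 to 0.05), Xist (-0.25 to 0.48), Ddx3y (-0.38 to 0.13) and Kdm5d (-0.41 to 0.04). Over all alternatives, 1253 of 1360 values of the other named genes kept direction and side of the threshold, 58 lost the threshold and 27 gained it, and the remaining 22 changed sign. Apart from the shift under total count scaling, the causes of these changes were not tested.

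With the replicate number as a block over 6 libraries, the log2 fold change was 1.57 for Kcnj15 and 3.19 for Slc24a4, and 7710 genes were called against 8117 in the same 6 libraries without a block. Deviations of same-numbered libraries from their group means had correlations of 0.04, 0.00 and -0.04 for numbers 1, 3 and 4 across 16440 genes, and the pools are of different animals, so that the numbers do not pair them.

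Of the 8 splits of the libraries that part all 3 same-numbered pairs, 1, the split by age, gave 9411 genes with an adjusted p under 0.05. The other splits gave 0, with between 81 and 1667 genes at an unadjusted p under 0.05 against 10094 by age. Among these 8 splits the share can be no smaller than 0.125. Since the numbers do not pair the pools, the limit to these splits is not required. The 27 splits that keep a same-numbered pair together also gave 0, with between 55 and 1804 genes at an unadjusted p under 0.05. Every split other than that by age mixes both ages on each side, which widens the spread within sides, so its lack of calls decides little. Of the 15 Kcnj genes, 8 were too low to test, and the counts cannot separate limited depth from absent expression.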

Differences from the paper's values

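Differences between P12 and P5 on the log2 scale were read by eye from the colour key of Figure 2A, to within about 1 unit. The key is labelled as the log2 of a value that the paper does not define. For Slc24a4 the paper's heat map shows about 5.0 in Figure 2A, read by eye, with the P12 libraries in the last colour of the key, against 3.46 here. Among the alternatives set before the data were examined, scaling by total count (3.82) came within the SD between libraries, 1.26, of the paper's value. Limma-voom (3.74) and the fit without P5 replicate 1 (3.73) lay at about that limit, and the others were further away. A value read by eye to about 1 unit does not single out any of these fits. The heat map shows about 1.8 in Figure 2A for Kcnk1, against 0.38 here, about 4.0 for Kcnn4, against 2.17, and about 2.2 for Kcnh1, against 0.14. It shows about 1.8 for Kcnj10, where the value here was -0.43. None of the alternatives set before the data were examined closed these 4 gaps.

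The paper states that Kcnj15 rose the most among the inwardly rectifying K+ channel genes. Here Kcnj11 had a log2 fold change of 3.17 and Kcnj15 of 1.71. Kcnj15 came first among the Kcnj genes of the heat map. Under the filter of at least 10 counts in every library, Kcnj15 came first among all Kcnj genes tested. The legend of Figure 2 words the claim by significance. Ranked by p-value among the Kcnj genes higher at P12, Kcnj15 was at rank 1 here and in all 17 alternative fits. The mean normalized count at P12 was 137 for Kcnj11 and 1167 for Kcnj15. The paper states that Kcnh1 was upregulated at P12. Its log2 fold change here was 0.14 with an adjusted p of 0.25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and scaling by total count was the only alternative to call it, at 0.51. The paper's text names Kcnk11 as upregulated, while its heat map shows Kcnk1. No gene with the first symbol is in the table, and Kcnk15, which has it as a synonym, had 0 counts. The heat map draws Kcnj13 in darker colours than Kcnj4 at both ages. In the deposited counts Kcnj13 had at most 3 in any library and Kcnj4 had at least 24.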

Other observations

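The tests in this part were chosen after the result was seen.

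Wdr72, which the paper studied in LS8 cells and mutant mice, had a normalized count of 244 ± 57.7 (SD, n = 4 pools) at P5 and 3823 ± 937 (SD, n = 4) at P12, a log2 fold change of 3.97 (standard error 0.21, adjusted p = 4.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gapdh had a log2 fold change of 1.06 (adjusted p = 1.5e-06 from the same test), with all P12 libraries above all P5 libraries.

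Of the genes in the working model of Figure 7 other than Slc24a4 and Kcnj15, those that rose included Slc34a2 (log2 fold change 5.90), Cftr (2.39), Slc26a7 (1.77) and Car2 (1.03). Genes lower at P12 included Slc12a2 (-0.57) and Slc26a6 (-0.32, but 0.06 under scaling by total count). Slc4a4 (adjusted p = 0.64 from edgeR's quasi-likelihood test) and Slc4a2 (adjusted p = 0.061) were not called, although DESeq2 called Slc4a2 lower (adjusted p = 0.036), and the adjusted p of Slc4a2 lay between 7.3e-05 and 0.99 over its alternatives.

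Stage markers moved between the ages. Amelx, Ambn, Enam and Mmp20 had log2 fold changes of -5.74, -2.57, -9.95 and -2.55, and Klk4, Amtn and Odam of 3.22, 1.86 and 4.57. Amelx, Ambn and Enam together took between 23.04% and 25.42% of the counts in P5 libraries and between 1.45% and 3.49% in P12 libraries.

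Of 66 protein-coding Kcn genes tested, 18 were higher and 28 lower at P12 with TMM, and 25 were higher and 23 lower under scaling by total count. That change of balance follows the shift of all genes by the scaling, since 50.3% of all calls were higher with TMM and 79.2% with total count. The share of higher genes among the Kcn calls was below that among all calls under both scalings. A hypothesis was that the family moves as a set. The gene set test camera of limma, which allows for correlation between genes, gave p = 0.122, so a shift of the set relative to other genes was not detected.

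Abcc9, which encodes a partner subunit of the channels formed by the products of Kcnj11 or Kcnj8, was looked at because of Kcnj11. It had a log2 fold change of 1.47 (standard error 0.12, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test). Pecam1, Cdh5 and Acta2, listed as vessel markers, also rose, with log2 fold changes of 1.02, 0.60 and 0.71. A change in the cells that make up the samples therefore cannot be told apart from a rise of Abcc9 within ameloblasts.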
